A study of Homo sapiens with 6 samples. Its data were reported in "SNORA37/CMTR1/ELAVL1 feedback loop drives gastric cancer progression via facilitating CD44 alternative splicing" (2025).

How the data were processed

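MKN-45 is an established human gastric cancer cell line. RNA was sequenced from MKN-45 cells stably transfected with an empty vector (Mock) or with a vector expressing SNORA37, an H/ACA box small nucleolar RNA (snoRNA) encoded within an intron of MBD2. The labels give 3 libraries per group, numbered 1 to 3 in each. They do not say whether the 3 libraries of a group came from separately transfected lines or from one selected line, so the spread between libraries may not include the spread between transfections.

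Per the labels and the methods of the study, total RNA was sequenced with paired ends on a NovaSeq instrument, reads were filtered and aligned, and the authors deposited 1 table per library as RPKM, a read count scaled by transcript length and by the number of mapped reads. The series text names HTSeq for counting reads per gene. The aligner, the genome build and the gene annotation were not stated. The labels and the methods give different RNA inputs and read lengths, and the methods call the library stranded without saying whether the counting used strand. Reads on genes that overlap on opposite strands are therefore treated as uncertain here. The authors divided each value by gene length and by the total of the library, so a few abundant transcripts can shift all other values.

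Each table listed the same 24211 genes by Ensembl identifier, and each of these genes was above 0 in all 6 libraries. A gene without reads in any one library was therefore not analysed here, and neither was SNORA37 itself. Of the 24211 genes, 24012 (99.2%) matched an entry of GENCODE release 29 on GRCh38, from which symbols, gene types, exonic lengths and coordinates were taken. The RPKM of most low genes with a length in that annotation, multiplied by this exonic length, came out as a whole multiple of 1 read. Below 50 reads, between 94.6% and 94.9% of the values per library lay within 0.05 of a whole number. This gave the depth of each library, from 47.7 to 135.1 M reads assigned to genes. Between 64.5% and 69.3% of these whole numbers were even, so the number of independent fragments is lower than the number of reads.

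The tests had been planned on read counts before the data were examined. Because the tables hold RPKM, limma (version 3.58.1, R 4.3.3) was used in place of a count test. The pseudocount and the filter were chosen once the unit was known, before any model was fitted. Values were taken as deposited, genes with a mean RPKM of at least 0.1 over the 6 libraries were kept (20143 genes), and a linear model on log2(RPKM + 0.1) with a mean-variance trend was fitted with the group as its one term. P-values were two-sided and adjusted by the Benjamini-Hochberg procedure, and genes with an adjusted p under 0.05 were called. Fold changes are on the log2(RPKM + 0.1) scale, which understates the change of low genes. With 3 libraries against 3, an exact permutation test of a single value cannot go below p = 0.1.

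Before the data were examined, a list of genes measured by the study and a rule for snoRNA genes were fixed. So were 6 gene lists (cell cycle, invasion, splicing factors, interferon response, ribosomal proteins and replication-dependent histones). The snoRNA and small Cajal body RNA genes were taken by annotated type from the 24211 listed genes. The 6 lists were tested with limma camera at a preset inter-gene correlation of 0.01, with adjustment over the 6 lists. A rule fixed at the same time names, besides the study's genes, the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups did not overlap and whose mean was at least 100 recovered reads.

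The procedure was tested on simulated reads for the same genes, lengths and depths, with 200 genes changed 4-fold in SNORA37 against Mock and a dispersion of 0.01. With an equal spread in all libraries, 99.5% of the changed genes passing the filter were called among 19636 genes, with 11 false calls. With the extra spread of SNORA37 replicate 1 added to that library, 46.9% were called among 19595 genes, with 0 false calls, and 97.4% were called when that library was left out, with 19 false calls.

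The other settings planned beforehand were median-of-ratios scaling, no filter, a mean of at least 10 recovered reads, limma on log2(CPM + 1) (CPM, counts scaled to the library total, from the deposited RPKM times length), the replicate number as a block, each library left out, mitochondrially encoded genes left out, other thresholds, and fry or an estimated correlation for the lists. Alternatives chosen after seeing the data were pseudocounts of 0.01 and 1, a mean RPKM of at least 1, voom on the recovered reads and library quality weights. Scaling by library size alone is the deposited scale itself. Overlaps between exons were found with bedtools 2.31.1. Splicing was not analysed here, since a value per gene does not separate isoforms.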

Results

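To examine how over-expression of SNORA37 changed gene expression in gastric cancer cells, RNA-seq of MKN-45 cells carrying an empty vector (Mock, n = 3) or SNORA37 (n = 3) was analysed at the gene level. SNORA37 lies on the minus strand of chromosome 18, from 54222284 to 54222412 (GRCh38, GENCODE 29), inside its host gene MBD2 (54151601 to 54224788). Its own level was not analysed here, so the transfection could not be checked against the labels. The Mock libraries held 103.5, 112.1 and 116.3 M reads assigned to genes. The SNORA37 libraries held 47.7, 130.8 and 135.1 M reads, with the lowest depth in replicate 1. Mitochondrially encoded genes took from 7.35% to 8.24% of the reads, and the 10 most abundant genes from 7.36% to 8.16%. To check for a library deposited more than once, replicates were compared by a chi-square of their recovered reads, which covers counting error only and treats reads as independent. The closest pair, SNORA37 replicates 2 and 3, had a value of 14.5 per degree of freedom over 9290 genes with a mean of at least 1000 reads, and the 6 libraries were kept as separate samples.

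The similarity of the libraries was then compared. Across 13163 genes with a mean RPKM of at least 1, Pearson's r of log2 RPKM lay between 0.983 and 0.997 for all pairs that excluded SNORA37 replicate 1. For the pairs with SNORA37 replicate 1, r lay between 0.859 and 0.870. These values are across genes, which are not independent replicates. The SD of the log2 ratio between SNORA37 replicates 2 and 3 was 0.15, whereas it was 1.11 between SNORA37 replicates 1 and 2. The first principal component held 87.6% of the variance and set SNORA37 replicate 1 (107.5) apart from the other 5 libraries (from -24.47 to -19.76). The second component held 7.40% of the variance. It placed the Mock libraries between 4.94 and 18.7, and SNORA37 replicates 2 and 3 at -18.72 and -17.39. SNORA37 replicate 1 lay at 0.36. The components are uncorrelated, so its distance on the first largely fixes that place, which does not show an intermediate state. Because this library has the lowest depth and the widest spread, values without it are given wherever it decides a result.

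**Figure D1:**
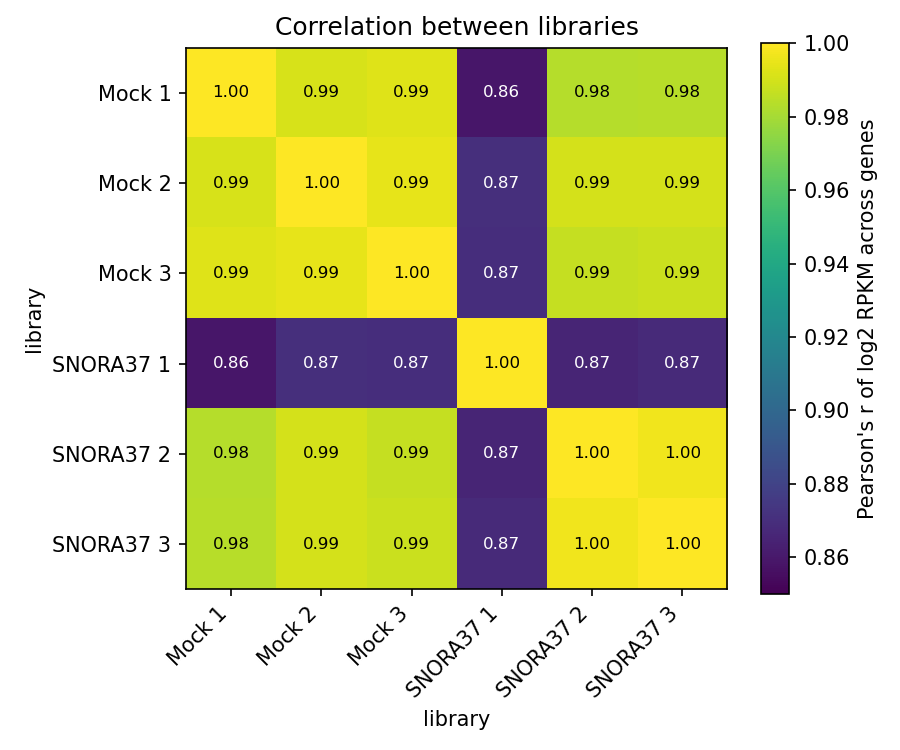
Pearson's r of log2 RPKM across 13163 genes for each pair of the 6 libraries, with both axes listing the libraries and the colour giving r. SNORA37 replicate 1 reaches at most 0.870 with any other library, while the other pairs lie at 0.983 or above.

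To identify genes changed by SNORA37, the groups were compared with limma. Among 20143 genes tested, 9 had an adjusted p under 0.05, of which 3 were higher and 6 lower in SNORA37 cells. All 9 changed by at least 2-fold, and 1109 genes had an unadjusted p under 0.05. The alternative that moved this count most was the weighting of libraries by quality, chosen after seeing the data, which gave 1585 genes. The count also rested on single libraries. Without SNORA37 replicate 1 it was 665, with 266 genes higher and 399 lower, and 137 of them changed by at least 2-fold, while 4323 genes had an unadjusted p under 0.05. Without any one of the other 5 libraries it was 0, with between 539 and 1034 genes at an unadjusted p under 0.05. All 9 genes were also among the 665. The groups did not overlap in 4155 of the tested genes (20.6%), where chance gives 10%.

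Among the lower genes, BST2 (ENSG00000130303, chromosome 19, 17402939 to 17405648, minus strand) had the largest change. Its RPKM was 41.1 ± 9.72 in Mock cells and 2.73 ± 0.58 in SNORA37 cells (SD, n = 3 each), a log2 fold change of -3.86 (SE 0.24, limma adjusted p = 0.0083). IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116698, plus strand) fell from 5.93 ± 0.97 to 0.54 ± 0.09 RPKM, with a log2 fold change of -3.24 (SE 0.19). LYZ (ENSG00000090382, chromosome 12, 69348341 to 69354234, plus strand) fell from 294.9 ± 25.2 to 34.9 ± 4.34 RPKM, with a log2 fold change of -3.08 (SE 0.14). The adjusted p of IFI27 and LYZ was also 0.0083. OAS2 (ENSG00000111335, chromosome 12, 112978395 to 113011723, plus strand) was low in both groups, at 0.93 ± 0.19 and 0.09 ± 0.02 RPKM. Its log2 fold change was -2.43 (SE 0.20, limma adjusted p = 0.037), and the call was lost with a pseudocount of 1 (limma adjusted p = 0.0676). WTAPP1 (ENSG00000255282, chromosome 11, 102746968 to 102836766, plus strand), a transcribed pseudogene, fell from 22.2 ± 1.89 to 4.63 ± 0.42 RPKM, with a log2 fold change of -2.24 (SE 0.13, limma adjusted p = 0.0083).

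Of these genes, some share exonic sequence with genes on the other strand, and how such reads were assigned was not stated. LYZ shares 599 bases (34.0% of its exonic length) with AC020656.1, whose log2 fold change was -2.39 (SE 0.49, limma adjusted p = 0.384). WTAPP1 shares 150 bases (4.50%) with MMP1, whose log2 fold change was -2.06 (SE 0.21, limma adjusted p = 0.0743). Both were called without SNORA37 replicate 1, AC020656.1 at -2.97 (SE 0.09, limma adjusted p = 0.0005) and MMP1 at -2.27 (SE 0.08, limma adjusted p = 0.00078). The last of the 9 called genes, CTSE (ENSG00000196188, chromosome 1, 206009264 to 206023909, minus strand), fell outside the naming rule and was chosen after its values were seen, to complete the 9. Its RPKM was 48.3 ± 6.77 in Mock and 10.9 ± 1.98 in SNORA37 cells, with a log2 fold change of -2.15 (SE 0.18, limma adjusted p = 0.0474). The call was lost under median-of-ratios scaling (limma adjusted p = 0.0632), with a pseudocount of 0.01 (limma adjusted p = 0.0502) and without mitochondrially encoded genes (limma adjusted p = 0.0509).

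SULT1C4, FP671120.1 and FP236383.1 were higher in SNORA37 cells. SULT1C4 (ENSG00000198075, chromosome 2, 108377911 to 108388057, plus strand) rose from 1.08 ± 0.15 to 7.40 ± 0.11 RPKM (SD, n = 3 each), with a log2 fold change of 2.67 (SE 0.15, limma adjusted p = 0.0083). FP671120.1 (ENSG00000278996) and FP236383.1 (ENSG00000280441) are annotated as long intergenic non-coding RNAs on the plus strand of chromosome 21, at 8197620 to 8227646 and 8380665 to 8410645, and each spans a gene for 5.8S ribosomal RNA. FP671120.1 rose from 0.24 ± 0.07 to 11.8 ± 3.89 RPKM, with a log2 fold change of 5.11 (SE 0.28). FP236383.1 rose from 0.25 ± 0.04 to 5.95 ± 1.27 RPKM, with a log2 fold change of 4.08 (SE 0.20). The adjusted p of each was 0.0083 in the limma fit. All 31-base words of one transcript occur in the other (100%), so reads cannot be assigned to one of the copies and the split between them is uncertain. Their sum was 0.491 ± 0.104 RPKM in Mock and 17.7 ± 5.16 RPKM in SNORA37 cells.

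**Figure D2:**
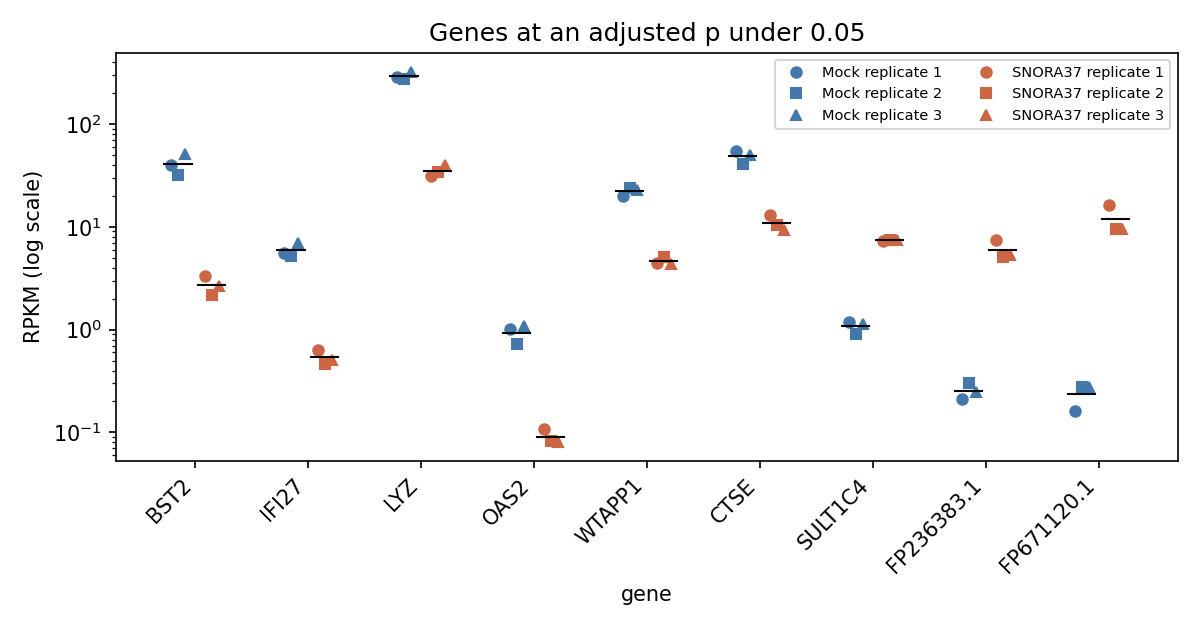
RPKM on a log axis of the 9 genes with a limma adjusted p under 0.05, with 1 point per library (blue, Mock; orange, SNORA37; the shape gives the replicate) and a black line at each group mean. In each gene the groups do not overlap, for instance BST2 with means of 41.1 and 2.73 RPKM.

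The study's question concerned CMTR1, ELAVL1, CD44 and the host gene MBD2, so the genes it measured were examined as a list fixed beforehand. Of 16 listed genes that passed the filter, 0 had an adjusted p under 0.05, both over all genes tested and over the list alone. At an unadjusted p under 0.05 there was 1 (MBD2). That number was 0 under median-of-ratios scaling and with the replicate number as a block. It was 2 with limma on log2(CPM + 1), with a mean RPKM of at least 1 and with voom. With quality weights, and also without SNORA37 replicate 1, it was 7. Without any other single library it was 0 or 1. MBD2 (ENSG00000134046) was at 7.72 ± 0.38 RPKM in Mock and 5.93 ± 0.70 in SNORA37 cells (SD, n = 3 each), lower in SNORA37 cells with no overlap between groups. Its log2 fold change was -0.38 (SE 0.14, limma adjusted p = 0.724 over all genes and 0.415 over the list alone). Without SNORA37 replicate 1 it was -0.47 (SE 0.06, limma adjusted p = 0.0254 over all genes and 0.0058 over the list alone), the only gene of the list called over all genes, while 6 were called when adjusted over the list alone, 2 of them higher and 4 lower. CD44 (ENSG00000026508, chromosome 11, 35138870 to 35232402) was at 2.61 ± 0.29 and 2.03 ± 0.08 RPKM, with a log2 fold change of -0.34 (SE 0.14, limma adjusted p = 0.724). Without SNORA37 replicate 1 it was -0.37 (SE 0.10, limma adjusted p = 0.121 over all genes and 0.0404 over the list alone). With library quality weights, chosen after seeing the data, it was -0.37 and called over all genes (limma adjusted p = 0.0428).

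ELAVL1 (ENSG00000066044, chromosome 19, 7958579 to 8005659) was at 5.14 ± 0.18 and 5.15 ± 0.25 RPKM, a difference smaller than the spread between replicates. CMTR1 (ENSG00000137200, chromosome 6, 37433219 to 37482827) was at 9.65 ± 0.62 RPKM in Mock and 7.59 ± 2.84 in SNORA37 cells. That difference came from SNORA37 replicate 1, at 4.31 RPKM, against 9.25 and 9.22 in the other two. Its log2 fold change was -0.42 (SE 0.31) with all libraries and -0.06 (SE 0.06) without that library. PRMT2 (ENSG00000160310, chromosome 21, 46635167 to 46665124) was at 9.30 ± 0.23 and 9.37 ± 0.90 RPKM. The proliferation marker MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126385) was at 56.8 RPKM in SNORA37 replicate 1 and at 163.9 in both other SNORA37 libraries, with a Mock mean of 184.6 ± 4.25. Its log2 fold change went from -0.68 (SE 0.42) to -0.17 (SE 0.04, limma adjusted p = 0.0844 over all genes and 0.0234 over the list alone) without that library. GAPDH, often used as a reference gene, was at 664.2 ± 18.1 and 810.2 ± 295.6 RPKM, with 1150.5 in SNORA37 replicate 1. The log2 fold change of GAPDH was 0.23 (SE 0.25) with all libraries and -0.05 (SE 0.06) without that library. PECAM1 was below the filter, with between 3 and 21 recovered reads per library. The study stained xenograft tumors for the proteins of MKI67 and PECAM1. It reported a higher proliferation index and microvessel density with SNORA37. The RNA of cultured cells given here is an unlike measure.

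Because the transfected RNA is a snoRNA, other snoRNA genes were counted. Of 197 listed snoRNA and small Cajal body RNA genes, 191 were tested. Over all genes tested, 0 had an adjusted p under 0.05, and 0 when adjusted over the list alone (smallest adjusted p 0.743, limma), while 9 had an unadjusted p under 0.05, 6 of them higher. Without SNORA37 replicate 1, 1 passed over all genes and 0 when adjusted over the list alone, while 22 had an unadjusted p under 0.05. Fold changes of the 191 genes ranged from -1.29 to 1.28 on the log2 scale.

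The 6 gene lists were then tested with limma camera. All 44 tested members of the interferon-response list were lower in SNORA37 cells, with a median log2 fold change of -1.26 and an adjusted p of 2.91e-45. In 39 of the 44, every Mock library lay above every SNORA37 library. The median relative to the Mock mean was -1.58, -1.10 and -1.07 in SNORA37 replicates 1, 2 and 3, and between -0.15 and 0.17 in the Mock libraries. Camera with a small preset correlation gives very small p-values for a list whose members move together. The call held with an estimated correlation (adjusted p = 0.0331) and with fry (adjusted p = 0.0014). Without SNORA37 replicate 1 all 44 members were again lower, with a median of -1.05, and 40 of them were called.

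Of the other 5 lists, the ribosomal protein list was the one called. The ribosomal protein list (99 genes) was higher in SNORA37 cells, with a median log2 fold change of 0.28 and a camera adjusted p of 0.0006, a call that held neither with fry (adjusted p = 0.724) nor with an estimated correlation (adjusted p = 0.685). Its median relative to Mock was 1.04 in SNORA37 replicate 1 and -0.08 and -0.15 in replicates 2 and 3. Without replicate 1 the direction reversed, with a median of -0.11 and 91 of 99 genes lower. The cell cycle list (50 genes, camera adjusted p = 0.109), the invasion list (39 genes, 0.173), the splicing factor list (67 genes, 0.201) and the histone list (48 genes, 0.201) did not pass. Their median log2 fold changes were -0.16, -0.04, -0.12 and 0.14, and without replicate 1 they were 0.03, 0.01, 0.04 and -0.05.

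**Figure D3:**
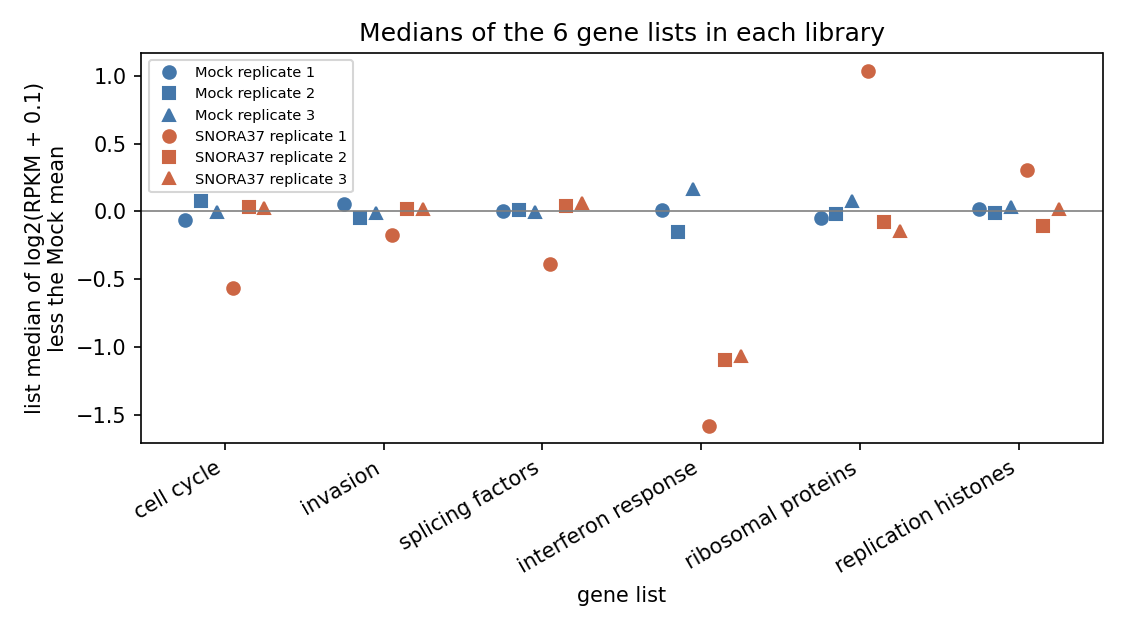
Median over each of the 6 gene lists (horizontal axis) of log2(RPKM + 0.1) less the Mock mean (vertical axis), with 1 point per library (blue, Mock; orange, SNORA37; the shape gives the replicate). The 3 SNORA37 libraries lie between -1.58 and -1.07 in the interferon list, while in the other lists SNORA37 replicate 1 lies apart from the other 5 libraries.

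**Figure D4:**
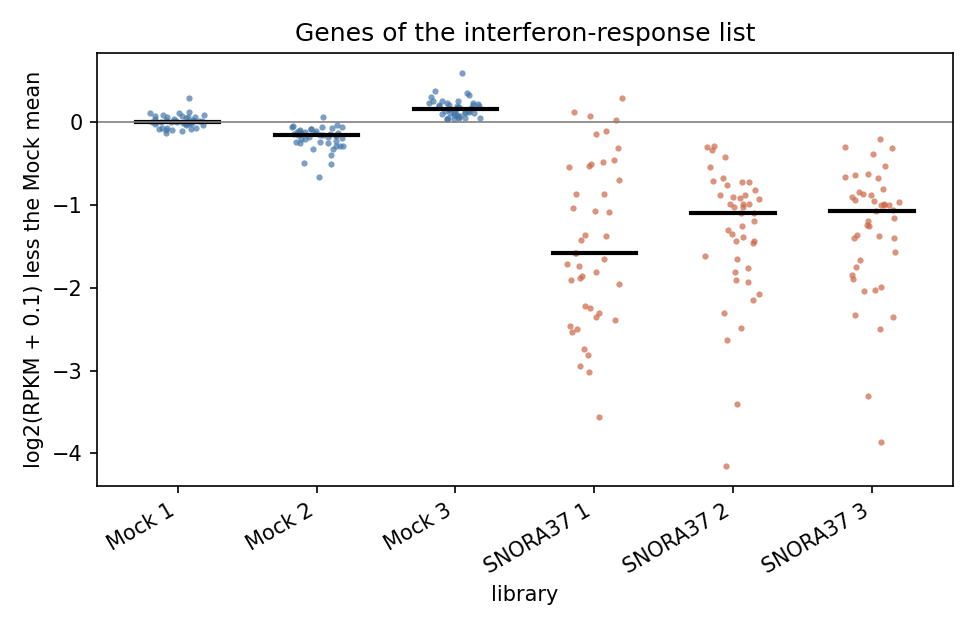
Values of the 44 tested members of the interferon-response list in each library, as log2(RPKM + 0.1) less the Mock mean (vertical axis), with 1 point per gene and a black line at the median. The medians of the SNORA37 libraries are -1.58, -1.10 and -1.07.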

Values the study reported

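In MKN-45 cells over-expressing SNORA37, the study reported 1521 alternative splicing events with an absolute change in percent spliced-in of at least 10% and P below 0.05. It listed 232 genes shared with splicing changes in gastric cancer tissue and a public splicing resource, of which 139 were targets of ELAVL1. These splicing values have no counterpart in the gene-level values above. For the host gene MBD2, the study reported that neither transcript nor protein changed significantly when SNORA37 was over-expressed or silenced. It reported by qRT-PCR and western blot that CMTR1 and ELAVL1 were also unaltered. Above, MBD2 was not called with all libraries. Its lower level, called without SNORA37 replicate 1 and with library quality weights, differs from the study's report.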

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

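Pseudocounts of 0.01 and 1, a mean RPKM of at least 1, voom and library quality weights were chosen after seeing the data, and the other settings were planned. The planned DESeq2 test and the planned tests of the level of SNORA37 were not run, since the tables hold RPKM and SNORA37 was not analysed here. The edgeR test against a 2-fold change was replaced by limma's, which gave 6 genes in place of 9. Median-of-ratios scaling moved the median log2 fold change of all genes from -0.034 to -0.0046 and gave 8 called genes.

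The 9 called genes became between 7 and 11 without the filter, with either other filter, without mitochondrially encoded genes, with either pseudocount and at an adjusted p under 0.01. The count was 19 with limma on log2(CPM + 1), 15 with voom and 1585 with quality weights, which gave SNORA37 replicate 1 a weight of 0.0252. At 2-fold these settings gave 18, 15 and 195 genes, and an unadjusted p under 0.05 gave 261. All 9 genes were also called with the weights, and 636 genes were called both with the weights and without SNORA37 replicate 1. The simulation above shows a reason for the larger counts without that library, since its spread enters the error of every gene. Its deviations were shuffled across genes there, so the setting is not that of the data. Without that library it gave 19 false calls, so the larger counts may hold false calls too. Across the 6 fits that each left out one library, the count ran from 0 to 665 genes, and from 0 to 137 at 2-fold. The lower end came from each of the other 5 libraries, where fewer samples remained together with replicate 1. The log2 fold changes of the 9 genes kept their direction in each fit that included them. OAS2 was not in the fit of genes with a mean RPKM of at least 1.

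With the replicate number as a block, 0 genes were called, also at 2-fold, and 725 had an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means correlated at -0.069, -0.014 and -0.043 across genes. These values cannot decide whether the numbers pair the libraries, since SNORA37 replicate 1 dominates the deviations of its whole group. The block also costs degrees of freedom. Under the block the cell cycle list passed (adjusted p = 0.0367), the cause was not tested, and it changed no other list.

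Among the snoRNA genes, the weights called 8, and the fits without one library from 0 to 1. Among the study's genes, the weights called 3, all lower, including MBD2 (limma adjusted p = 0.0068) and CD44 (limma adjusted p = 0.0428). The fits without one library called from 0 to 1 of the study's genes. The fold change of ELAVL1, 0.0046 with all libraries, went to -0.013, -0.0051, -0.025 and -0.003 without Mock replicate 2, Mock replicate 3, SNORA37 replicate 2 and SNORA37 replicate 3, and to 0.042 without SNORA37 replicate 1. It was called in none of these fits. Among the named genes, 13 other tests outside the fits without one library were no longer past the threshold and 2 passed it anew. In the fits without one library, 45 were no longer past it and 1 passed it anew.

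The interferon list passed in every setting run, with adjusted p-values from 1.17e-51 to 0.0331. Across the 6 fits without one library they ran from 5.39e-49 to 5.58e-30. For the ribosomal protein list they ran from 1.31e-09 to 0.0107, and the direction reversed without SNORA37 replicate 1 (4.55e-08) and with the weights (4.57e-07). It did not pass with an estimated correlation (0.685) or fry (0.724). The splicing factor list reversed without SNORA37 replicate 1 (0.0744) and with the weights (0.0895), and ran from 0.0406 to 0.438 across the fits without one library. The histone list reversed in the same fits (0.325 and 0.419), ran from 0.0404 to 0.363 without one library, and passed at a mean RPKM of at least 1 (0.0087). The cell cycle list ran from 0.0128 to 0.604 and the invasion list from 0.102 to 0.365 without one library, and the invasion list passed at a mean RPKM of at least 1 (0.0095). The reversals follow the values of SNORA37 replicate 1, and for the other changes the cause was not tested.

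The number of reads limits the low genes. PECAM1 had between 3 and 21 recovered reads per library, too few for a comparison.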

Other observations

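The fit without SNORA37 replicate 1 and median-of-ratios scaling were planned settings. The other tests in this part, including the counts of other splits, were chosen after the results were seen.

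SNORA37 replicate 1 lay apart from the other 5 libraries. Over 9290 genes with a mean of at least 1000 reads, the SD of its log2 ratio to the other SNORA37 libraries was 0.956, against a counting error of 0.049 and an SD of 0.117 for Mock replicate 1 set against the other Mock libraries, so fewer reads do not explain the spread. The log2 ratio correlated with GC content (r = 0.39) and with log length (r = -0.33) across genes. Once a quadratic trend in both was removed, the SD was still 0.835, which argues against that trend as the whole cause. In 3963 protein-coding genes of the same depth without exons overlapping another gene the SD was 0.937, which argues against a different handling of overlapping genes. A Mock library under a wrong label is also argued against. Of the 137 genes called at 2-fold without this library, it lay on the side of the other SNORA37 libraries in 74.5%, whereas a simulated Mock library with the same deviations did so in 23.4% (median of 200 draws, at most 32.8%).

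A candidate explanation for part of the spread is coverage shifted toward the 3′ ends of transcripts, as in fragmented RNA. Genes lying inside a longer protein-coding gene and sharing exonic sequence with another gene were compared by their place along the host. In the 5′ part, the first of 3 equal parts, the median log2 ratio of 320 genes was -0.42 relative to the host. In the 3′ part, it was 0.42 over 694 genes. The difference of 0.841 (95% bootstrap interval 0.667 to 1.03 over genes) was absent from genes without shared exons (-0.18) and from Mock replicate 1 (-0.032). How much of the spread this accounts for was not measured. RNA from another cell type stays open. There were 0 genes at an RPKM of at least 100 and at least 8-fold above the highest other library, but no marker list was tested, and related cells would bring no such gene. At an RPKM of at least 10, 13 genes lay at least 4-fold above the highest other library, and 212 genes lay at least 4-fold below the lowest. No biological explanation was tested for a difference between libraries of one group.

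The interferon-response list was lower in the SNORA37 libraries. Without SNORA37 replicate 1 the median log2 fold change was -1.05, so that library alone does not account for it. After median-of-ratios scaling the median was -1.22, which argues against the scaling. After a trend in GC content and length was removed, it was -1.08 without SNORA37 replicate 1, which argues against that trend. Lower interferon signalling in the SNORA37 cells, or higher signalling in the Mock cells, may both give such a fall, and the values do not separate them because no untransfected cells were analysed here. A difference between the selected lines that arose apart from SNORA37 also stays open, since the labels do not say how many lines were made. Of the 10 splits of the 6 libraries into groups of 3, 1 gave a camera p as small for this list, the real one, and the design allows no smaller share.

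FP671120.1 and FP236383.1 rose together in SNORA37 cells. They hold the same 31-base words (100%), so reads shared between copies may account for their rising as a pair, though not for the rise. The SNORA37 transcript itself shares 0 of its words with them, which argues against reads from that transcript. More ribosomal RNA left in the SNORA37 libraries cannot be told apart by these tables. The 4 other tested genes of the ribosomal DNA region, in which both transcripts lie, had a median log2 fold change of 0.067, from -0.21 to 0.12. Of these, 3 lie on the other strand, and RNA5-8SN2 had a mean of 37.0 reads. Sequence carried by the vector was not tested.

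For the number of called genes, 1 of the 10 splits of the 6 libraries gave as many, the real one, and each other split gave 0. The same held for the genes changed by at least 2-fold (1 of 10). At an unadjusted p under 0.05, 1 of the 10 splits gave as many genes as the real one, and the highest other split gave 588. For the snoRNA genes and for the study's genes, where the count was 0, all 10 splits gave as many. A camera p as small as the real one was given by 7 of the 10 splits for the cell cycle list, by 2 for the invasion list and by all 10 for the splicing factor, ribosomal protein and histone lists. The ribosomal protein list passed in the real split, and every other split gave a smaller p.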
